A study of Mus musculus with 56 samples. Its data were reported in "Single-cell stabilization method identifies gonadotrope transcriptional dynamics and pituitary cell type heterogeneity" (2018).

How the data were processed

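Single-cell RNA-seq libraries of 56 primary mouse pituitary culture cells were analysed. Cells had been captured on a Fluidigm C1 circuit, and cDNA was prepared with SMART-Seq v4 and made into libraries with Nextera, with ERCC spike-ins in each chamber. The protocol uses no molecular identifiers, so counts are of reads and not of molecules.

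The authors deposited 1 table of estimated counts per gene and spike-in, made with featureCounts, with 1 column per cell and no scaling to depth. It holds 92 ERCC spike-ins and 47069 Ensembl gene identifiers. Of its values above 0, 33.5% were not whole numbers (tolerance 1e-09), which means that reads were divided between features. Among the 8 hormone and receptor genes this was so for 2, *Pomc* in 17 cells and *Prl* in 4. The aligner, the genome build, the annotation release and the strand setting were not stated for the single-cell libraries. Reads that fall in several features or several places, such as those of ribosomal protein genes and their pseudogenes or of the paired globin genes, can therefore be spread over the copies. All columns carried the well name of 1 sample.

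Gene symbols were taken from GENCODE M21 by the identifier without its version; 46488 identifiers matched. Coordinates and gene types come from the same release on GRCm38. CPM was calculated from the deposited counts by scaling the sum over genes, without spike-ins, to 1000000 in each cell. The plan had been to use TPM, which also divides by transcript length, with gene lengths from the table; since it has no lengths, CPM took the place of TPM throughout, and TPM from M21 exon lengths was an added alternative. Logs are log2(CPM + 1).

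The labels give 1 kind of cell and no animal, culture or treatment to compare, so the cells form 1 sample. No test was run and no cell was removed. Shares of cells are given with exact Clopper-Pearson 95% intervals, and where a share was 0 the limit is 3 counts of the total. Both cover counting error only. A gene was detected at a CPM of 1 or more. Depth sets what this means: 1 count was above that limit in every cell with under 1000000 gene counts. Doublets were not called, since 56 cells are too few for a caller; leaving out the tenth of cells with the most genes stood in for it.

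The 5 hormone lineages were *Prl*, *Gh*, *Tshb*, *Pomc*, and *Lhb* with *Fshb*; *Cga*, which is shared by lineages, was not counted. Clusters were formed by Ward linkage on the Euclidean distance of gene-centred log2(CPM + 1), over the 500 genes with the highest variance among those with a mean CPM of at least 10, without mitochondrial genes, spike-ins and the 8 hormone and receptor genes, and the tree was split in 2. A planned share of cells with a set of house-keeping genes is not reported here. The genes named were fixed before the data were examined: the hormone and receptor genes, *Pou1f1*, *Tbx19*, *Nr5a1* and *Pax7*, the IEGs with *Jun* and *Dusp1*, the house-keeping genes, *Xist* and 4 Y-linked genes, the 10 genes with the highest mean share of counts, the 10 with the largest difference of mean log2(CPM + 1) in each cluster, and lists of cell type markers. Single wells, spike-in species, single cell type markers, *Aup1*, *Vhl*, *Ruvbl2*, *Platr9*, *Tspan2* and *Gm47888* were named after their values or positions were seen, and the split of the plate into columns 1 to 3 and 7 to 9 against 4 to 6 and 10 to 12 was made after the clusters had been seen.

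Likeness of a pair of wells was measured as the median absolute log2 ratio over features with a mean of 100 to 5000 counts after scaling both wells to the same total, for genes and spike-ins apart, and as the chi-square per degree of freedom over genes with at least 20 counts in the pair. Where the ratio was summarized over many pairs, the deeper well was instead thinned to the total of the other. For C10 and C11 that gave 0.17 for genes and 4.61 over 9 spike-ins. Other thinning drew 100000 or 10000 counts per cell without replacement after the fractional counts had been rounded to whole numbers. Alternatives changed the detection limit (1 count, 10 CPM, 100 CPM, TPM), the depth, the cells used, the genes, the distance and the linkage of the clustering, the pseudocount (0.1 or 10) and the type of correlation.

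The code was tested on simulated data drawn for the 47069 genes at the depths of the 56 cells, except that the shallowest wells, B6, H10 and D11, were raised to a higher depth. Recovery at the depths of those wells was therefore not tested. With 200 genes raised 32-fold in a set of cells, 100% of cells fell in the right cluster and 100% of the changed genes were among the 200 with the largest difference. For a simulated pair of wells the median absolute log2 ratio was 0.46 with separate capture and 0.09 with a shared pool, the chi-square per degree of freedom was 23.3 and 1.01, and the median chi-square of a gene was 22.0 and 0.455. The number of molecules in this simulation was assumed. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0 and matplotlib 3.10.9 was used.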

Results

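Transcriptomes of single cells (SCs) were measured in primary pituitary cultures from female C57BL/6 mice. The cells had been kept for 4 days in culture and stabilized in RNA-Best, a reagent that preserves whole cells and their RNA before an assay. Cells were separated on a Fluidigm C1 integrated fluidic circuit (IFC), in which each cell is lysed in its own chamber, and full-length cDNA was amplified with SMART-Seq v4. Each of the 56 libraries was labelled as a single cell and is named here by its plate well. The labels described 1 kind of culture and named no separate animals or cultures, so the 56 cells were treated as 1 sample. No difference below has a replicate check, no test was made, and each interval is an exact Clopper-Pearson 95% interval that covers counting error only.

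The number of counts assigned to genes ranged from 357 in B6 to 12563300 in H2, with a median of 711525. It was under 2000 in 2 cells, B6 and H10, and under 100000 in 10 cells, while 25 cells had over 1000000. ERCC spike-ins, which are synthetic RNAs added to each chamber, took from 0.144% to 74.9% of all counts, with a median of 7.95%. The median number of genes with at least 1 count was 7387 per cell (range 249 to 12871, SD 2804 over cells). With a minimum of 5 counts per gene, the setting that moved this value most, the median was 4117 genes. Cells in plate columns 1 to 3 and 7 to 9 had a median of 1050010 gene counts and those in columns 4 to 6 and 10 to 12 had 234987, and the median number of genes was 8009 and 7271 respectively.

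**Figure D1:**
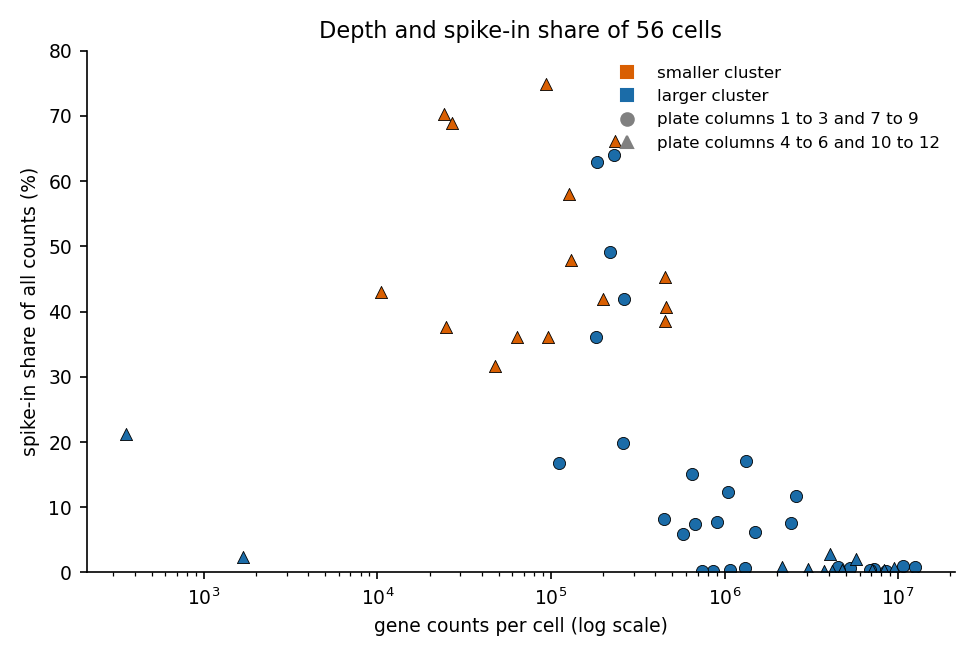
Each point is 1 of the 56 cells, placed by its gene counts (x axis, log scale) and by the share of its counts that came from ERCC spike-ins (y axis, percent); color gives the cluster and shape the plate columns. All 15 cells of the smaller cluster had a spike-in share over 30%, and 5 cells of the larger cluster did.

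Hormone transcripts made up much of the libraries. *Prl* had the highest mean share of gene counts per cell, 23.4% (median 20.8%, range 0.122% to 77.7%). *Pomc* followed with a mean share of 2.75% (median 0.508%, maximum 35.7% in E8) and *Gh* with 2.64% (median 1.15%, maximum 30.8% in C9). The remaining genes among the 10 with the highest mean share were *CT010467.1*, annotated as ribosomal RNA, with 0.849%, *Rpl41* with 0.357%, *Ifitm3* with 0.348%, *Crhbp* with 0.334%, *Spp1* with 0.326%, *Cga* with 0.309% and *Fth1* with 0.280%. The mean for *Cga* rested on few cells, since its median share was 0.00443% and its maximum was 5.75% in E3.

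To determine which pituitary hormones each cell carried, a gene was called detected at a CPM, its count scaled to 1000000 gene counts per cell, of 1 or more. Positions are on the GRCm38 build in the GENCODE M21 annotation, in which all 8 hormone and receptor genes are protein coding. *Prl* (ENSMUSG00000021342.13, chromosome 13, 27057570 to 27065205, plus strand) was detected in 56 of 56 cells (interval 93.6% to 100%) with a median of 208371 CPM and a minimum of 1216 CPM. *Gh* (ENSMUSG00000020713.6, chromosome 11, 106300271 to 106301865, minus strand) was also detected in all 56 cells, with a median of 11494 CPM and a minimum of 162 CPM. *Pomc* (ENSMUSG00000020660.5, chromosome 12, 3954951 to 3960642, plus strand) was detected in all 56 cells, with a median of 5076 CPM and a minimum of 21.4 CPM. *Lhb* (ENSMUSG00000100916.1, chromosome 7, 45420820 to 45421897, plus strand, within a region that also holds *Ruvbl2*) was detected in 36 cells (64.3%, interval 50.4% to 76.6%) and *Cga* (ENSMUSG00000028298.10, chromosome 4, 34893779 to 34907370, plus strand, overlapping *Platr9*) in 50 cells (89.3%, interval 78.1% to 96.0%). *Tshb* (ENSMUSG00000027857.10, chromosome 3, 102775465 to 102782718, minus strand, overlapping *Tspan2*) was detected in 23 cells (41.1%, interval 28.1% to 55.0%) but never exceeded 49.8 CPM. *Fshb* (ENSMUSG00000027120.6, chromosome 2, 107056140 to 107059656, minus strand) was detected in 2 cells (3.57%, interval 0.435% to 12.3%) and *Gnrhr* (ENSMUSG00000029255.8, chromosome 5, 86180754 to 86197901, minus strand) in 3 cells (5.36%, interval 1.12% to 14.9%). Whether reads were assigned by strand was not stated, so the values of the overlapping genes *Lhb*, *Cga*, *Tshb* and *Prl*, which overlaps *Gm47888*, were not separated from reads of their neighbours. Of the lineage transcription factors, *Pou1f1* was detected in 50 cells, *Tbx19* in 14, *Nr5a1* in 6 and *Pax7* in 3.

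**Figure D2:**
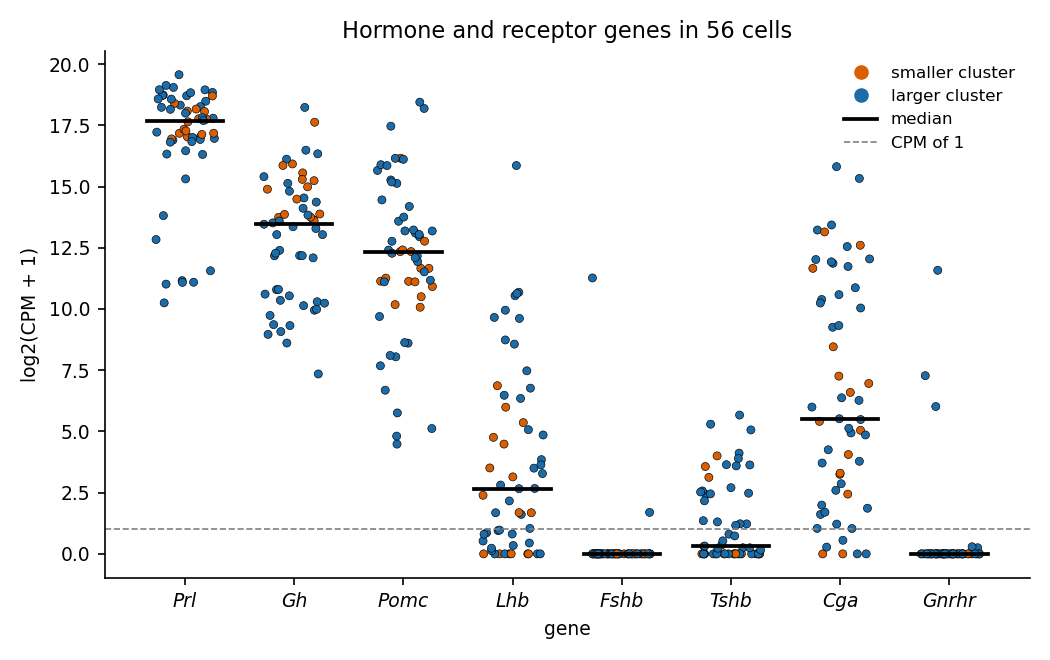
Each point is 1 of the 56 cells; the y axis gives log2(CPM + 1) of the gene on the x axis, black bars are medians, the dashed line is a CPM of 1 and color gives the cluster. *Prl*, *Gh* and *Pomc* lay above the line in all 56 cells, *Fshb* in 2 and *Gnrhr* in 3.

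Cells with markers of a type that makes no pituitary hormone were examined as a possible background of these values, although a second cell in such a chamber is not excluded. Wells B6 and H10 give no background, since they were barely sequenced, with 96 and 42 spike-in counts. Of the other 54 cells, 2 had at least 4 of the 5 endothelial markers *Pecam1*, *Cdh5*, *Kdr*, *Plvap* and *Emcn* at 100 CPM or more. In the first, H4, these markers added up to 8855 CPM, and *Prl* was at 14379 CPM, *Gh* at 4356 CPM, *Pomc* at 27.0 CPM and *Pou1f1* at 1.74 CPM. In the other, F6, the markers added up to 979 CPM beside *Prl* at 390971 CPM, above the median of the 56 cells, *Gh* at 1486 CPM and *Pou1f1* at 281 CPM.

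Co-expression of hormones of different pituitary cell types was examined by counting 5 lineages per cell: *Prl*, *Gh*, *Tshb*, *Pomc*, and either *Lhb* or *Fshb*. All 56 cells carried 2 or more lineages (interval 93.6% to 100%). Exactly 3 lineages were detected in 18 cells, 4 in 17 cells and 5 in 21 cells. The share was 100% in both sets of plate columns, and the alternative that moved it most, in which a gene counted only at 1% or more of its mean over the cells, gave 53 of 56 cells (94.6%). Since the detection of *Prl*, *Gh* and *Pomc* was saturated, this share cannot separate a trace from a co-dominant hormone.

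The level of the second hormone lineage relative to the leading one was therefore calculated. *Prl* led in 47 cells, *Pomc* in 5 and *Gh* in 4. The second lineage reached a median of 10.2% of the leading one (range 0.0634% to 98.9%), and it was at 10% or more in 29 of 56 cells (51.8%, interval 38.0% to 65.3%). In 18 of these 29 cells *Prl* led and *Gh* followed, in 6 *Prl* led and *Pomc* followed, in 4 *Gh* led and *Prl* followed, and in 1 *Pomc* led and *Prl* followed. The 6 cells with *Prl* and *Pomc* include the barely sequenced wells B6 and H10. In B6 a value of 89.7% rested on 29 *Prl* and 26 *Pomc* counts, and in H10 a value of 17.6% rested on 358 and 63. The share was 41.4% (12 of 29, interval 23.5% to 61.1%) in plate columns 1 to 3 and 7 to 9 and 63.0% (17 of 27, interval 42.4% to 80.6%) in columns 4 to 6 and 10 to 12, with overlapping intervals. The share depended on the limit: 48 cells (85.7%) passed 1% and 6 cells (10.7%), B6 among them, passed 50%. With *Prl* and *Gh* left out, 6 cells (10.7%) had a second lineage at 10% or more among the other 3.

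**Figure D3:**
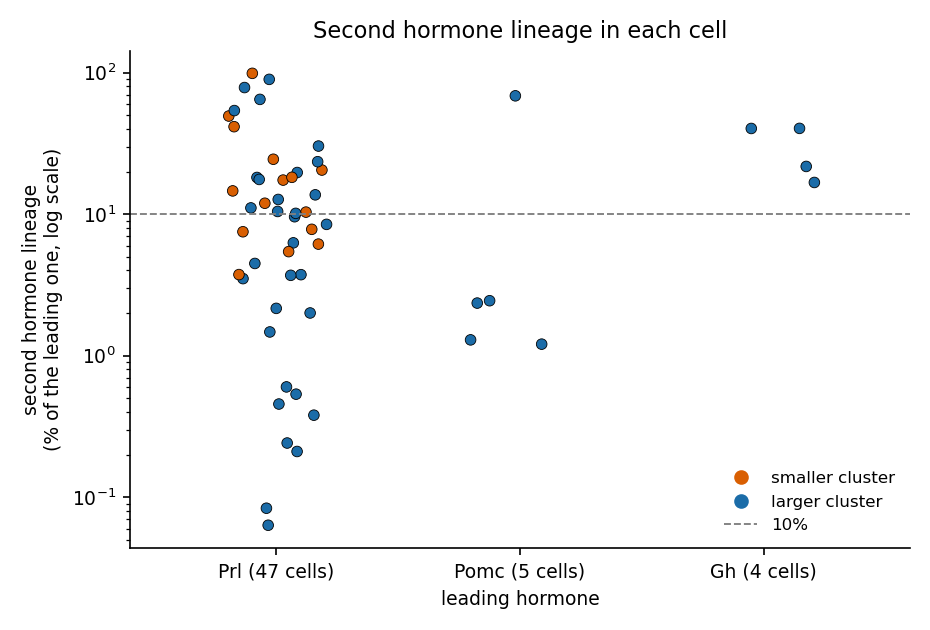
Each point is 1 of the 56 cells, grouped by its leading hormone (x axis), with the second hormone lineage as a percent of the leading one (y axis, log scale); the dashed line is 10% and color gives the cluster. The 29 cells on or above the line include all 4 cells led by *Gh*, 1 of the 5 led by *Pomc* and the barely sequenced wells B6 and H10.

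*Gnrhr*, *Fshb* or *Tshb*, the genes by which the study picked cells to display, were detected in 24 of 56 cells (42.9%, interval 29.7% to 56.8%). The study displayed 10 RNA-seq cells picked by these genes, with values in TPM, and stated no limit for expression. At 10 CPM the share here was 19.6% (11 cells). At 100 CPM, the limit that moved this share most, it was 2 cells (3.57%), E3 and H2. E3 carried *Gnrhr* at 3060 CPM, *Fshb* at 2464 CPM, *Lhb* at 59401 CPM and *Cga* at 57530 CPM, the highest of the 56 cells for all 4 genes, beside *Prl* at 131748 CPM and *Gh* at 71095 CPM. H2 carried *Gnrhr* at 154 CPM, *Cga* at 41215 CPM and *Lhb* at 378 CPM, beside *Pomc* at 59274 CPM, *Prl* at 40662 CPM and the highest *Tshb*, 49.8 CPM. The third cell with *Gnrhr*, F4, had it at 63.8 CPM with *Lhb* at 1643 CPM and the highest *Nr5a1*, 30.0 CPM, and *Gh* led in it. In B3 *Fshb* rested on 1 count. *Tshb* was detected in 19 of 29 cells (65.5%, interval 45.7% to 82.1%) in plate columns 1 to 3 and 7 to 9 but in 4 of 27 cells (14.8%, interval 4.19% to 33.7%) in columns 4 to 6 and 10 to 12. Among cells with 1000000 gene counts or more these shares were 46.7% (7 of 15) and 10.0% (1 of 10), with overlapping intervals of 21.3% to 73.4% and 0.253% to 44.5%.

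Cells were next split in 2 clusters by their most variable genes, without the hormone and receptor genes. The smaller cluster held 15 of 56 cells (26.8%, interval 15.8% to 40.3%). Cells of the smaller cluster had a median of 96289 gene counts (range 10462 to 460210) and a spike-in share of 31.7% to 74.9%, against a median of 1496920 gene counts and a spike-in share of 0.144% to 64.0% in the larger one. Of the 10 cells under 100000 gene counts, 8 were in the smaller cluster. All 15 cells lay in plate columns 4 to 6 and 10 to 12, where they were 55.6% of the 27 cells (interval 35.3% to 74.5%). In columns 1 to 3 and 7 to 9 there were 0 of 29 cells, which allows a share of up to 10.3%. The 5 cells of those columns with a spike-in share over 30% were in the larger cluster. The split changed with the settings: with average linkage, which moved it most, the smaller cluster was the barely sequenced well B6 alone (1.79%), and with only the 46 cells of at least 100000 gene counts and 1000 genes it held 19 cells (41.3%), 18 of them from plate columns 1 to 3 and 7 to 9.

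**Figure D4:**
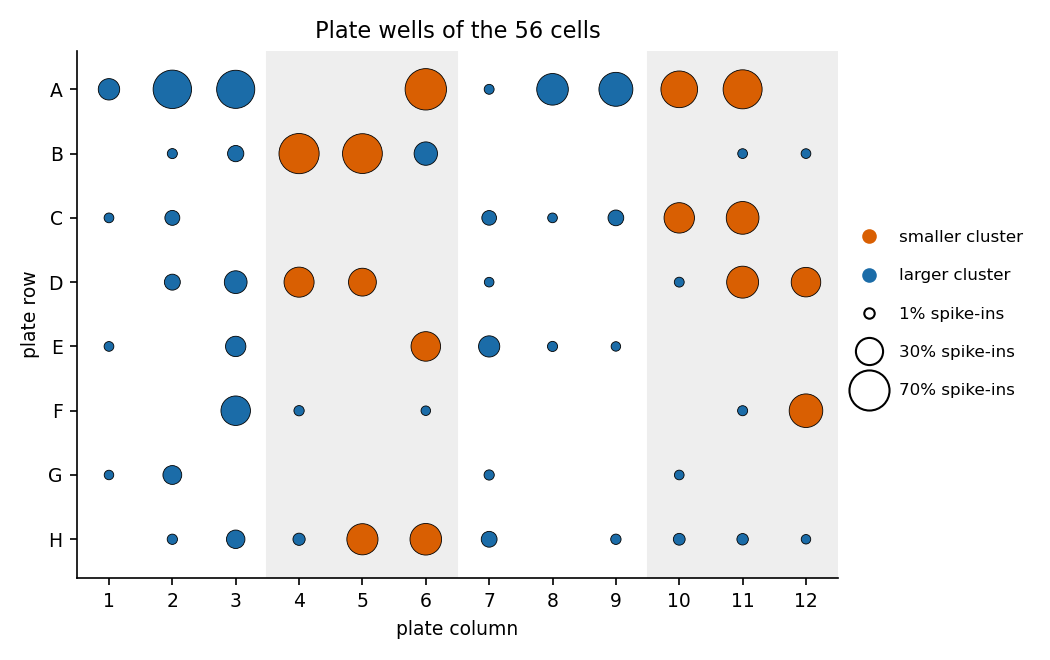
Each circle is 1 of the 56 cells at its plate row (y axis) and plate column (x axis); color gives the cluster, the size of the circle the spike-in share of the counts, and the shaded bands are columns 4 to 6 and 10 to 12. All 15 cells of the smaller cluster lay in the shaded bands.

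The genes with the largest difference of mean log2(CPM + 1) toward the smaller cluster, which had been used to form the clusters in most cases, were *Kcnk10* (6.63 higher), *Zfp865* (6.53), *Rai2* (6.40), *Sh3bp5l* (6.22), *Entpd6* (6.22), *Gm15411* (6.12), *Oaf* (6.04), *1700019N19Rik* (5.97), *Tmed8* (5.89) and *Nrip1* (5.88). Those toward the larger cluster were *Chga* (4.88), *2610001J05Rik* (4.33), *Higd2a* (4.16), *Pgm1* (3.89), *Tmem128* (3.77), *Gtpbp2* (3.72), *Trrap* (3.71), *Nnat* (3.71), *Pigyl* (3.69) and *Fopnl* (3.65). None of these 20 genes was among the markers fixed for the pituitary, stromal or blood cell types. Of those markers, *Pou1f1* had a median of 248 CPM in the smaller and 10.7 CPM in the larger cluster, and the macrophage markers *C1qb*, *Tyrobp* and *C1qa* were detected in 11, 10 and 6 of 15 cells against 2, 2 and 2 of 41. At 1 count or more, a limit that favours deep cells, the larger cluster had them in 9, 11 and 7 cells. The other macrophage markers did not follow, with *Cd68* at 1 CPM in 10 of 15 and 29 of 41 cells, *Ptprc* in 2 and 2 and *Csf1r* in 0 and 1, and both clusters were left unnamed. *Prl*, *Gh* and *Pomc*, which took no part in the clustering, were present in both clusters, while *Fshb* and *Gnrhr* were detected in 0 of 15 cells of the smaller one. Median *Prl* was 204530 CPM in the smaller and 212212 CPM in the larger cluster, median *Gh* was 30395 and 4645 CPM, and median *Pomc* was 2451 and 7920 CPM.

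House-keeping genes were examined as a measure of how evenly transcripts were recovered. *Eef1a1* was detected in 56 of 56 cells (interval 93.6% to 100%), *H2afz* in 54 cells (96.4%, interval 87.7% to 99.6%) and *Rps25* in 55 cells (98.2%, interval 90.4% to 99.95%). The SD over cells of log2(CPM + 1) was 1.35 for *Eef1a1*, 2.15 for *H2afz* and 1.88 for *Rps25*, and *Actb* (1.85) and *Gapdh* (2.02) lay in the same range. The SDs of *Prl* (2.38), *Gh* (2.498), *Pomc* (3.24), *Lhb* (3.76) and *Cga* (4.61) were larger than these, while those of *Fshb* (1.52), *Tshb* (1.67) and *Gnrhr* (1.96), which were at 0 in many cells, lay within their range.

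Immediate-early genes (IEGs), which respond within minutes to a stimulus and to handling, were measured in these cultures, for which the labels name no stimulus. At least 1 of *Fos*, *Egr1*, *Egr2* and *Fosb* was detected in 53 of 56 cells (94.6%, interval 85.1% to 98.9%), and at 100 CPM, the limit that moved this share most, in 25 cells (44.6%). *Fos* was detected in 50 cells (89.3%, interval 78.1% to 96.0%) with a median of 38.2 CPM over the 56 cells and a maximum of 1554 CPM. *Egr1* was detected in 43 cells (76.8%, interval 63.6% to 87.0%) with a median of 14.2 CPM, *Fosb* in 21 cells (37.5%, interval 24.9% to 51.5%) and *Egr2* in 1 cell (1.79%, interval 0.0452% to 9.55%). *Jun* was detected in 39 cells and *Dusp1* in 35. *Fosb* was detected in 13 of 15 cells of the smaller cluster and in 8 of 41 cells of the larger one at 1 CPM, and in 13 and 15 cells at 1 count, a limit that favours deep cells.

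As a check of the sex given by the labels, *Xist* was detected in 42 of 56 cells (75.0%, interval 61.6% to 85.6%). The Y-linked genes *Ddx3y*, *Eif2s3y*, *Kdm5d* and *Uty* were together at a median of 0 counts, and 4 cells (7.14%, interval 1.98% to 17.3%) carried any of them at 1 CPM or more. The highest Y-linked total was 47.2 counts in D2, nearly all of *Uty*, and the next was 10.9 counts in B3.

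The similarity of cells was measured as Pearson's r across genes of log2(CPM + 1), where genes are not independent replicates. Over the 1540 pairs of cells the median r was 0.612 (range 0.142 to 0.966, SD 0.122 over pairs). It was 0.431 with only genes at a mean of 10 CPM or more, the setting that moved it most. The median was 0.740 over the 105 pairs within the smaller cluster, 0.604 over the 820 pairs within the larger cluster and 0.601 over the 615 pairs between them. The highest value belonged to wells C10 and C11, with 451717 and 453587 gene counts. Over 950 genes with a mean of 100 to 5000 counts in these wells, the median absolute log2 ratio was 0.17 and 96.4% of genes were within 2-fold. Over the 10 spike-ins at the same level the median absolute log2 ratio was 3.69 and 3 were within 2-fold. ERCC-00078, for example, had 0 counts in C10 and 7418 in C11, and ERCC-00079 had 4647 and 71. Over 3653 genes the chi-square was 21.2 per degree of freedom, but 84.6% of it came from 20 genes, among them *Aup1* with 2 counts in C10 and 15508 in C11 and *Vhl* with 4735 and 3. The median chi-square of a gene was 0.771, where counting noise alone gives 0.455, and in the 77 other pairs of wells with gene counts within 2-fold of C10 the lowest such median was 4.07. Shallower wells were left out of those pairs, among them D12 and F12, whose r with C11 was 0.920 and 0.898. The libraries of C10 and C11 were both kept in the 56.

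**Figure D5:**
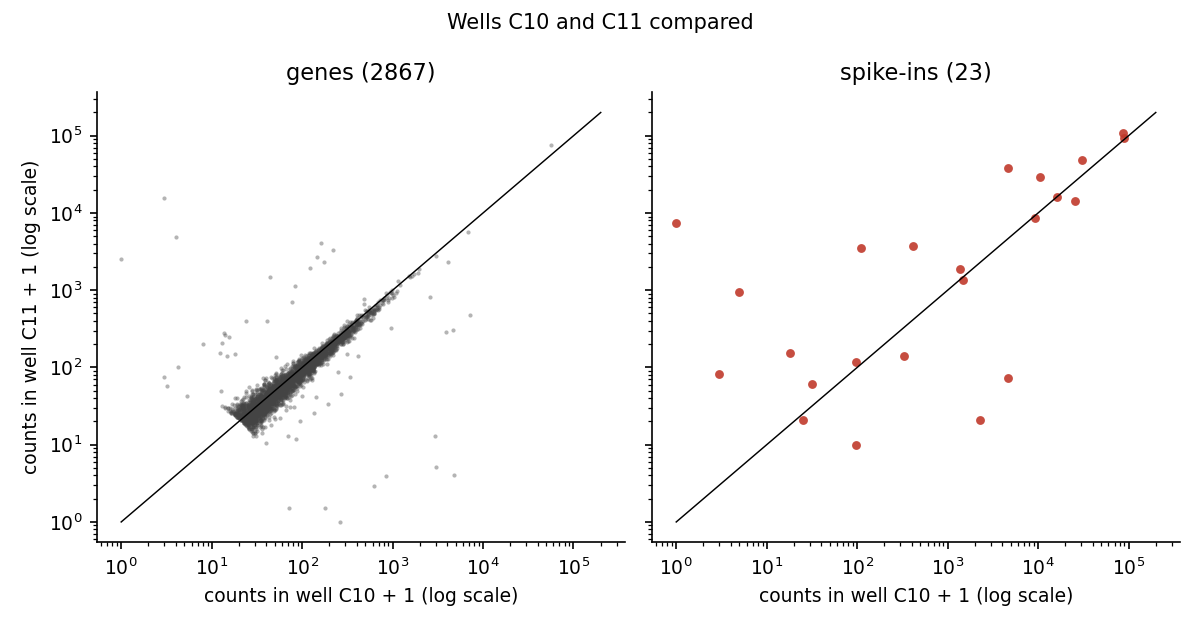
Each point is 1 of 2867 genes (left) or 1 of 23 ERCC spike-ins (right) with a mean of at least 20 counts, with its counts plus 1 in well C10 (x axis) and in well C11 (y axis), both on log scales; the line marks equal counts. Genes lay close to the line, with 96.4% within 2-fold at 100 to 5000 counts, and spike-ins at that level did so in 3 of 10 cases.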

Values the study reported

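For the single-cell RNA-seq of primary mouse pituitary cultures, the study showed a heat map and reported that the cells fell into 2 groups. It also described markers of different pituitary cell types in the same cells, which it took as support for polyhormonal cells. That statement rested on the RNA-seq and on a separate single-cell qPCR assay of cultures treated with GnRH. The study also referred to earlier histological work in which such markers had been found together. Tables of hormone and receptor genes, for qPCR and RNA-seq apart, showed the cells it selected for *Gnrhr*, *Fshb* or *Tshb*.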

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

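Of the tests below, those on plate position, plate row, correlation at equal depth and spike-in share were chosen after the clusters had been seen; only the thinning to 100000 counts was set before its result. The test on plate position replaced one on single rows and columns, in which column 5 alone held no cell of the larger cluster, with 3 cells of the smaller one, and its comparison of cells of the larger cluster was repeated on cells of like depth and spike-in share.

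The ERCC spike-ins take no part in the comparisons of hormones and clusters, yet their share of counts differed between the clusters, with overlap: the median was 42.9% (range 31.7% to 74.9%) in the 15 cells of the smaller cluster and 2.06% (range 0.144% to 64.0%) in the 41 cells of the larger one, of which 5 were above 30%. Chambers of the smaller cluster, and those 5, held little cell RNA relative to the spike-ins.

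A failed plate row is argued against, since all 15 cells were in rows that also held cells of the larger cluster. Little RNA in a chamber as the only cause is argued against only by the 5 cells of equally high spike-in share in plate columns 1 to 3 and 7 to 9. With every cell thinned to 10000 counts, their median r among themselves was 0.355 (quartiles 0.333 and 0.383), near the 0.341 among the 39 larger-cluster cells tested. Their median r with the 15 cells was 0.350 (quartiles 0.333 and 0.371), below the quartiles of 0.424 and 0.630 among the 15. That last contrast decides little, since the 15 cells had been grouped by likeness in the same data. Low sequencing depth stays open. At 10000 counts the median r among the 15 cells was 0.518 against 0.366 with the 39 other cells tested, but the quartiles overlapped and the 15 cells had been grouped by likeness. After thinning to 100000 counts 5 of the 7 cells deep enough fell in one cluster, together with 19 of 39 other cells, and the same loss of the split occurred without thinning once shallow cells were left out, so that test decides nothing about depth.

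Position on the plate stays open. The 15 cells were 55.6% of the cells in columns 4 to 6 and 10 to 12 and 0 of 29 elsewhere, but these columns were chosen from that result. Without B6 and H10, which had under 10000 counts, the 10 cells of the larger cluster in columns 4 to 6 and 10 to 12 had a median r at 10000 counts of 0.434 (quartiles 0.382 and 0.447), against 0.330 among the 29 cells of the other columns. Those 10 cells all had at least 2133330 gene counts and at most 2.87% spike-ins, and among the 8 cells of the other columns within the same limits the median r was 0.411 (quartiles 0.392 and 0.434). The quartiles overlapped, so these correlations did not show an effect of position apart from depth and RNA content. Hormones differed among cells with 1000000 gene counts or more. Median *Prl* was 308660 CPM in 15 cells of columns 1 to 3 and 7 to 9 and 8333 CPM in 10 cells of the other columns. *Lhb* was detected in 10 and 2 of these cells, with overlapping intervals, and median *Gh* went the other way (1308 and 2921 CPM). Spike-in share was not matched in these sets, so they do not decide about position. What differs between these columns was not recorded in the labels. Gene material shared between wells, weighed below for C10 and C11, stays open for the 15 cells as a set. The comparison of gene and spike-in spread given below covers 39 of their 105 pairs and does not decide it. No biological explanation was tested, since the design names no group that follows the plate.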

How the results depend on the processing

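The share of cells with 2 or more hormone lineages stayed within its interval under all 11 alternatives (94.6% to 100%). Over the results in the design that are reported, 50 alternative values stayed within the interval or 1 SD of the reported value and 17 moved; for the shares of single hormone genes, 46 stayed and 10 moved. Alternatives planned at TPM limits were run at CPM limits, and those planned as CPM or counts with no gene length coincide with the reported values and are not repeated. The values by plate columns, for the larger cluster alone, at 10000 counts, without the 2 cells under 2000 counts and with TPM from M21 exon lengths, except in the clustering, the genes per cell and the correlation, were added after seeing the data. The cause of each shift below was not tested, unless stated.

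Cells with *Gnrhr*, *Fshb* or *Tshb* were 60.7% at 1 count, 19.6% at 10 CPM and 3.57% at 100 CPM, as stricter limits can only lower a share; they were 65.5% in plate columns 1 to 3 and 7 to 9 and 18.5% in columns 4 to 6 and 10 to 12. A second lineage was found in 85.7% of cells at 1% of the leading one, 10.7% at 50% and 10.7% without *Prl* and *Gh*. At 100 CPM, cells with any of *Fos*, *Egr1*, *Egr2* or *Fosb* fell to 44.6%. The smaller of the 2 clusters held 46.4% of cells with the top 100 genes, 1.79% with average linkage, 46.4% on log2(TPM + 1), 47.8% at 100000 counts, 44.4% at 10000 counts and 41.3% with only the cells of 100000 counts and 1000 genes. Median genes per cell were 4117 at a minimum of 5 counts, and the median correlation was 0.431 with genes at a mean of 10 CPM or more.

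Only keeping the hormone genes and dropping the filter on mean CPM returned the same 15 cells. In 4 further settings (the top 2000 genes, complete linkage, k-means and Spearman distance), and without the 2 shallowest cells, the smaller cluster came wholly from plate columns 4 to 6 and 10 to 12. With the top 100 genes 24 of its 26 cells came from columns 1 to 3 and 7 to 9, as did 19 of 22 at 100000 counts. Depth limits the rare genes: *Fshb* in B3 rested on 1 count.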

Other observations

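The tests below on wells C10 and C11, on misassigned reads, on free RNA and on cells of another type were chosen after the result was seen; those on doublets and globins were set before. For misassigned reads between C10 and C11 and for carry-over, a first test decided nothing and was replaced by the one given; both results are printed.

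Wells C10 and C11 had gene profiles far more alike than their spike-ins. The direction was not particular to this pair. By median absolute log2 ratio, genes spread less than spike-ins in 28 of 39 pairs compared within the smaller cluster (71.8%). The same held for 91 of 699 pairs within the larger cluster (13.0%) and 148 of 340 between clusters (43.5%). The median spike-in spread was 4.98 in the smaller and 1.66 in the larger cluster, so these shares differed through the spike-ins more than the genes. The median gene spread was 4.09 in the smaller and 3.86 in the larger cluster, and the lowest was 0.17 and 0.80. Apart from C10 and C11, smaller-cluster pairs under 0.80 included D12 with F12 at 0.32, C11 with F12 at 0.40 and C11 with D12 at 0.44. The likeness was thus strongest in C10 and C11 but not confined to them. A repeat deposit of one library is argued against by a chi-square of 21.2 per degree of freedom, which rested for 84.6% on 20 genes, such as *Aup1* with 2 and 15508 counts, and by spike-ins such as ERCC-00078, with 0 and 7418 counts. Reads misassigned between the wells would carry spike-ins along with genes, but the median absolute log2 ratio of the spike-ins was 3.69. The first test had asked how many of the 15 spike-ins with 1000 counts or more in either well were under 1% of that level in the other, which 2 were. Carry-over from the cells of the larger cluster as the only source is argued against, since the best mix of 39 of their profiles reached an r of 0.558 with C10 over genes at a mean of 10 CPM or more, against 0.959 for C11 alone and 0.886 for a mix of the 13 other smaller-cluster cells. The first test gave no direction: of 1679 genes at 100 CPM or more in both wells, 4 were at 10 CPM or less in every larger-cluster cell, and 0% were that low in all other wells, where 66 pairs of deep larger-cluster cells also reached at most 0.155%. A part of the material from those cells is not excluded. Transcripts captured separately in each well and gene material shared by the wells after capture cannot be told apart. The median absolute log2 ratio of genes was 0.17, with 96.4% of genes at 100 to 5000 counts within 2-fold, far under the spread of the spike-ins at the same level, but spike-ins need not scatter as genes do. Most genes agreed to near counting noise, with a median chi-square of 0.771 per gene against at least 4.07 in 77 other pairs of like depth, while the 20 genes that carried most of the total were in several cases almost absent from one well. Those 77 pairs left out the shallower wells D12, E6 and F12, the next most alike to C11 by r. The median chi-square was therefore not compared with that of the wells nearest to this pair. In simulation the median was 22.0 with separate capture and 0.455 with a shared pool, but this rests on an assumed number of molecules. The bulk of the genes thus goes with shared material and the few uneven genes do not go with a single pool. No biological explanation was tested.

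The presence of several hormone lineages in 1 cell was weighed against technical sources. Misassigned reads are argued against: if all counts of H10 had come from wells of its row and column, the rate would be 0.00307%, and 54 of 54 cells kept 2 or more lineages above what that rate allows. Free RNA at an equal amount in every chamber cannot be told apart from expression in many cells. Per spike-in count, the second lineage was over 10-fold above the median of the 5 lowest wells in 25 of 54 cells, 24 of them in the larger cluster. It was within 10-fold in 29, among them 14 of 15 cells of the smaller cluster. These counts depend on that choice of floor. For *Gh* the floor was 0.0119 per spike-in count, while the lowest well, A3, had 0.000738. Counts against the lowest well were not made. Hormone RNA in a cell of another type may also contribute, since the lowest *Prl* in the 2 cells with endothelial markers was 14379 CPM, in H4, with *Pou1f1* at 1.74 CPM; a second cell in those chambers would give the same, and F6, with *Pou1f1* at 281 CPM, is open to it. Cells with several hormones in their own right remain open.

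For a second lineage at 10% or more of the leading one, 2 cells in 1 chamber cannot be told apart from 1 cell. In 27 of the 29 cells there was a median of 4.98 gene counts per spike-in count (range 0.335 to 627), against 15.97 (range 0.451 to 693) in 27 other cells. In the 21 deep enough there was a median of 4928 genes at 100000 counts (range 1948 to 7314), against 4435 (range 2612 to 7471) in 25 others. The ranges overlap, the medians go opposite ways for doublets, and 10 of the 29 cells were in the smaller cluster, which had high spike-in shares.

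F11, a cell led by *Pomc* (180795 CPM) with *Tbx19* at 777 CPM, held 14.7% globin transcripts. Red blood cell RNA is a candidate source: *Hba-a1* and *Hba-a2*, which can share reads, together reached 69689 CPM against a median of 23.6 CPM in 53 other wells, and *Hbb-bs* and *Hbb-bt* were at 44535 and 32327 CPM. Its effect is to dilute the other genes of that cell.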
